A study of Nothobranchius furzeri with 16 samples. Its data were reported in "Reduced proteasome activity in the aging brain results in ribosome stoichiometry loss and aggregation" (2020).

How the data were processed

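Whole brains of male African turquoise killifish (Nothobranchius furzeri, strain MZM-04/10p, a short-lived annual fish) were profiled at 6 and 26 weeks of age with 2 assays. RNA sequencing measured transcript levels in 4 libraries per age. Ribosome footprinting (ART-seq) sequenced the RNA fragments protected by ribosomes in 4 other libraries per age, without depletion of ribosomal RNA. Libraries were grouped by the age in the sample labels. The titles of the old RNA samples carry the number 22, whereas their age labels read 26 weeks, and the age labels were used. The labels do not say whether each library came from a separate fish, so that p-values measure the spread between libraries, which may in part be technical.

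For RNA, the authors deposited counts of reads per gene, whole numbers that were not normalized. Their processing notes name bcl2fastq 1.8.4, STAR 2.4.1d (alignment) and featureCounts 1.4.6-p4 (counting of reads per gene). The sources used here do not give the genome build, the strand setting or the treatment of reads shared between paralogs for these RNA libraries. The study's methods describe such settings for RNA libraries of other ages, made with another kit and aligner, and these were not taken over here. The count table held 26739 genes, of which 22196 had at least 1 count. The authors also deposited RPKM values, reads per kilobase and 1000000 counted reads, for the same genes and libraries. These RPKM values were checked against the counts over 10064 genes. With each library's own total, the gene length implied by a gene's counts and RPKM differed between libraries with a median coefficient of variation of 17.6%. With the library totals recycled down the genes of the table, that coefficient was 0.00243%. So 87.5% of the deposited RPKM values were scaled by the total of another library, by a ratio of up to 1.46. The RPKM values entered only 2 alternatives, once as deposited and once rescaled by each library's own total. The implied lengths served as gene lengths.

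For footprints, the authors deposited FPKM values per gene symbol, fragments per kilobase and 1000000 mapped fragments, estimated with RSEM 1.3.1 after STAR alignment to the NotFur1 genome. The table held 28494 gene symbols, of which 6472 were above 0 in any library and 28 in all 8. FPKM values were rescaled to sum to 1000000 in each library (TPM). The symbol BX296557.7 took 87.5% of all TPM on average, with a range of 67.9% to 95.6% over the 8 libraries. PPP1R9A(2of2) took 5.93% and POLR1B 1.26%. Symbols such as PPP1R9A(2of2) are 1 of several copies of a gene, between which reads can be shared.

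The values of a gene in the FPKM table were whole multiples of what 1 read is worth, so that reads and depth could be recovered. The tolerance was 0.02 of a read, widened with the square root of the reads. With it, 6406 of the 6472 genes (99.0%) gave whole reads in every library. Of the 2587 genes above 0 in at least 2 libraries, 2525 (97.6%) did so. The 3885 genes above 0 in 1 library were taken as 1 read where their value allowed it, which can understate them. The other 66 genes gave no whole numbers within the limits of the search. It left out genes whose lowest value above 0 was under 0.5 FPKM. It also tried at most 6 reads for the lowest value and refused very large multiples, limits that abundant genes can fail. The 66 genes include the most abundant ones, BX296557.7, PPP1R9A(2of2) and POLR1B, and also genes of moderate level such as RPL8, RPL24, CCT4(2of2) and TUBA1C(2of7). On average 95.3% of TPM lay outside the recovered genes. Shares of recovered reads are therefore shares of the reads on the recovered genes, and members of a list that were not recovered are missing from its share. On simulated reads, 98.6% of the recovered genes in at least 2 libraries and 89.6% of the genes in 1 library came back with the reads put in. Intervals of shares are exact 95% Clopper-Pearson intervals and cover counting error only, since fragments without molecular identifiers are not independent molecules. For a count of 0, the limit given is 3 reads over the total.

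RNA counts were tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test), old against young, with Benjamini-Hochberg adjustment and a threshold of 0.05. Footprint values were tested with limma 3.58.1 (empirical Bayes with trend) on log2(TPM + 1), for genes with a mean of at least 1 TPM over the 8 libraries. A footprint fold change is on that scale and, for genes with few reads, can understate or overstate the ratio of mean TPM. RPS25 had a log2 fold change of 4.24, with means of 33.0 TPM in young and 104 TPM in old libraries. COL1A1A had -2.62, with means of 45.2 and 4.12 TPM. Of 41 gene lists fixed before the data were examined (complexes, pathways, cell type markers), 38 had at least 5 tested members. They were tested against all other genes with limma's camera at a preset correlation of 0.01, and again with an estimated correlation. The same lists were tested with fry, which asks whether a list's genes move on balance one way and does not compare them with other genes. Medians and interquartile ranges of lists were set against 10000 random lists of the same size, matched on mean TPM. Shares of recovered reads were compared with 2-sided exact permutation tests over all 70 arrangements of the 8 libraries, the smallest possible p being 0.0286. These share tests, and the RNA fits without both replicate 1 libraries or with a term for replicate 1, were chosen after the data had been seen. DESeq2 1.42.0, R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for the rest.

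Genes were named by a rule set in advance. Of genes past the threshold with no overlap between the ages and a mean of at least 1 CPM, those with the largest fold in each direction were named. The 26739 RNA identifiers came without gene names in the deposited files. Names that the study published elsewhere for such identifiers were held only in part and were not used here. None of them (0) matched the reference table of the NfurGRZ-RIMD1 assembly or a footprint symbol. The rule asked for gene symbols, which the RNA genes lack, so 2 RNA identifiers per direction were named instead, an exception made after the data had been seen. For the same reason the planned gene lists for RNA, the test of age effects between both assays (translational efficiency) and the correlation of both assays were not run. For footprints, up to 4 members with the lowest p were named from each list that passed, up to 2 from every other list described, and 11 genes singled out in the text of the study. RPS20 and RPL22L1 of these were not analysed here because no symbol matched.

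The tests were tried on simulated counts with 200 genes changed, in equal parts, by 1.5, 2 or 4-fold. With 4 against 4 RNA libraries drawn with the spread of the real ones, over 16507 genes, 0% of the 1.5-fold, 2.99% of the 2-fold and 53.0% of the 4-fold changes were called. With 3 against 3 libraries (replicates 2 to 4, 16394 genes) these shares were 31.3%, 47.8% and 97.0%. Footprint reads were drawn with counting error only around 1 common profile, without the spread between the real libraries. With footprint TPM (4020 genes) none of the changes was called at any size (0%). With recovered reads (277 genes with at least 10 reads), 2 of 12 changes of 4-fold were called and none (0) of the smaller ones. With no change put in, camera at the preset correlation passed 38 of 1808 lists in 50 simulations (2.10%). The small ribosomal subunit list was among the passing lists in 8 of these 50. Such rates may be too low for the real libraries, which vary by more than counting error. When the 8 footprint libraries were split into 4 and 4, 15 of the 35 splits passed at least 1 list, the real split among them. With a 2-fold change of that list, it passed in 50 of 50 simulations at the preset correlation and in 0 of 50 with an estimated correlation.

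Libraries within a group were compared for duplicates. No pair of the 24 held identical values (0 pairs), and their chi-square per gene was at least 3.30 for RNA and 1.51 for footprints. Alternatives covered normalization, filters, pseudocounts, the replicate number as a block, other tools and leaving out each library.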

Results

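The data comprised 16 brain libraries in 4 groups of 4, from young fish (6 weeks) and old fish (26 weeks), with RNA sequencing and ribosome footprinting of different libraries. RNA libraries held between 9461792 and 13771769 counts, on 19968 to 20968 detected genes. Footprint libraries held far fewer reads on the genes whose reads could be recovered, and their full size is not known here. On the 6406 genes with recovered reads, the young ones held 2152, 998, 872 and 323 recovered reads and the old ones 4125, 3107, 3576 and 1868. Between 262 and 1490 genes were above 0 in a young footprint library, and between 1379 and 2605 in an old one.

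**Figure D1:**
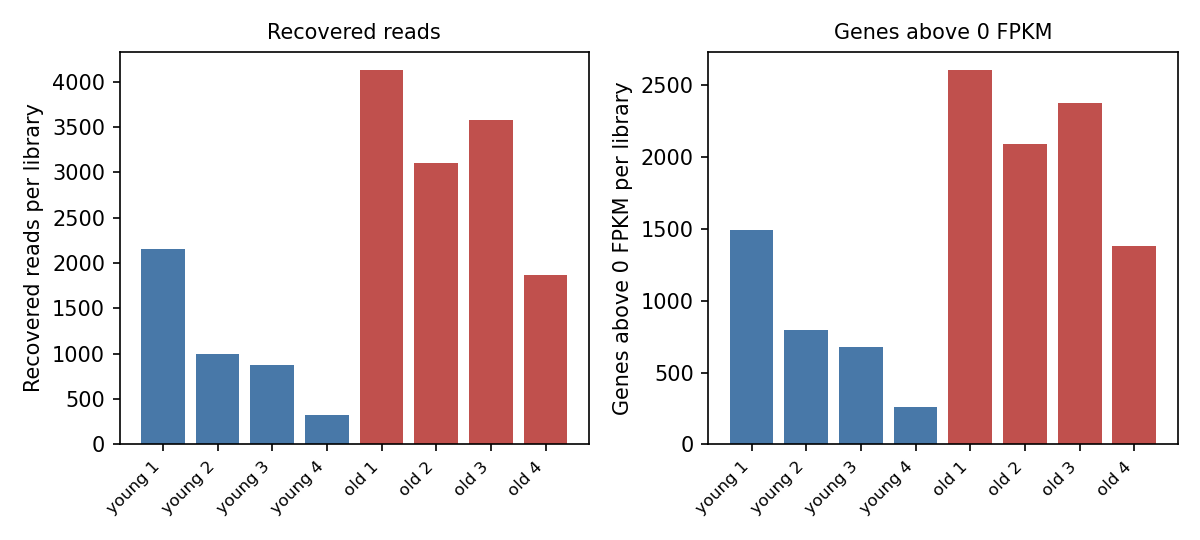
Recovered reads (left) and genes above 0 FPKM (right) in each of the 8 ribosome footprint libraries, 1 bar per library, with replicate numbers under the bars. The young libraries held 323 to 2152 recovered reads and the old ones 1868 to 4125.

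The first comparison asked which transcripts differ in level between young and old brain. Nfu_g_1_020882 rose from 35.9 ± 5.89 to 361 ± 122 TMM-normalized counts per 1000000 (CPM, mean ± SD, n = 4 per age), a log2 fold change of 3.33 with a standard error of 0.30 (edgeR adjusted p = 0.0180). Nfu_g_1_005078 rose from 0.262 ± 0.0870 to 3.43 ± 1.19 CPM (log2 fold change 3.65, standard error 0.43, edgeR adjusted p = 0.0199). Nfu_g_1_009433 fell from 5.21 ± 0.695 to 0.823 ± 0.302 CPM (log2 fold change -2.67, standard error 0.32, edgeR adjusted p = 0.0199). Nfu_g_1_022937 fell from 2.41 ± 0.909 to 0.0830 ± 0.117 CPM (log2 fold change -4.85, standard error 0.72, edgeR adjusted p = 0.0407). The deposited files pair none of these identifiers with a gene name. In each of these 4 genes all old libraries lay on one side of all young libraries. Over all 16759 tested genes, 28 rose and 29 fell with edgeR (57 in all), none of them (0 of 57) with overlap between the ages. Upper quartile normalization also called 57 genes, but with 19 higher and 38 lower. The balance also moved with limma on the deposited RPKM (9 higher and 56 lower), with limma on rescaled RPKM (31 higher and 77 lower), and in edgeR without a filter (13 higher and 24 lower). The smallest edgeR adjusted p was 0.0180. Leaving out young replicate 2, 3 or 4, or old replicate 2 or 4, ended all calls (0 genes by edgeR, with 1991, 1532, 1409, 2025 and 1955 genes at an unadjusted p under 0.05). The edgeR calls were 10 without old replicate 3, 119 without old replicate 1 and 638 without young replicate 1. DESeq2 called 758 genes, 350 higher and 408 lower. With the replicate number as a block, edgeR called 2658 genes, 1694 higher and 964 lower.

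**Figure D2:**
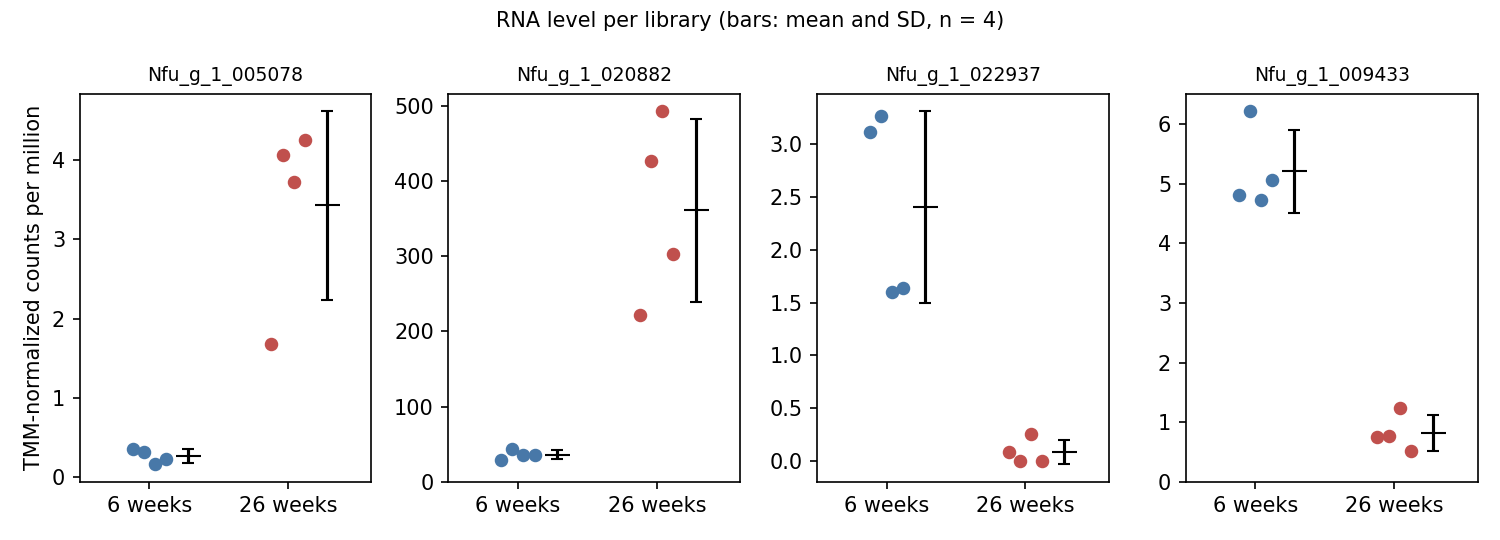
TMM-normalized counts per 1000000 of 4 genes in each RNA library (points), with mean and SD of 4 libraries per age (black). Nfu_g_1_020882 lay between 222 and 493 in the old libraries and between 28.9 and 43.3 in the young ones.

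The RNA libraries split by replicate number before age. The young and old replicate 1 libraries had a Pearson correlation of log2 CPM across genes of 0.973 with each other, and of 0.864 to 0.915 with the other 6, which had 0.933 to 0.990 among themselves (genes are not independent replicates). The first principal component, 57.3% of the variance, separated replicate 1 from replicates 2 to 4 at both ages. Within replicates 2 to 4 (3 libraries per age), Nfu_g_1_020882 was higher in old brain by 3.31 on the log2 scale (edgeR adjusted p = 1.12e-05) and Nfu_g_1_005078 by 3.96 (edgeR adjusted p = 0.000335). Nfu_g_1_009433 had a log2 fold change of -2.79 (edgeR adjusted p = 0.000785) and Nfu_g_1_022937 of -4.87 (edgeR adjusted p = 0.00277). Over all genes, edgeR called 5298 of 16614 in these replicates, 2656 higher and 2642 lower in old brain. All 57 genes of the pooled test were among them, in the same direction. Upper quartile normalization gave 2112 higher and 3040 lower. The 2656 higher genes had a median log2 fold change of 0.56, and the 2642 lower genes of -0.95. Larger changes were more often decreases: 1210 genes fell by more than 1 on the log2 scale and 411 rose by more than 1. Groups did not overlap in 48.6% of the tested genes, against 10% by chance for 3 against 3. Without young replicate 3 or 4 the calls in replicates 2 to 4 dropped to 2558 and 2106. The replicate 1 pair holds 1 library per age and allows no test alone. In that pair, 80.6% of the genes called higher in replicates 2 to 4 were also higher, and 70.9% of those called lower were also lower. Among genes with p above 0.5, 43.6% were higher in the replicate 1 pair. A fit to all 8 libraries with a term for replicate 1 against the rest called 4192 genes, 2585 higher and 1607 lower.

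**Figure D3:**
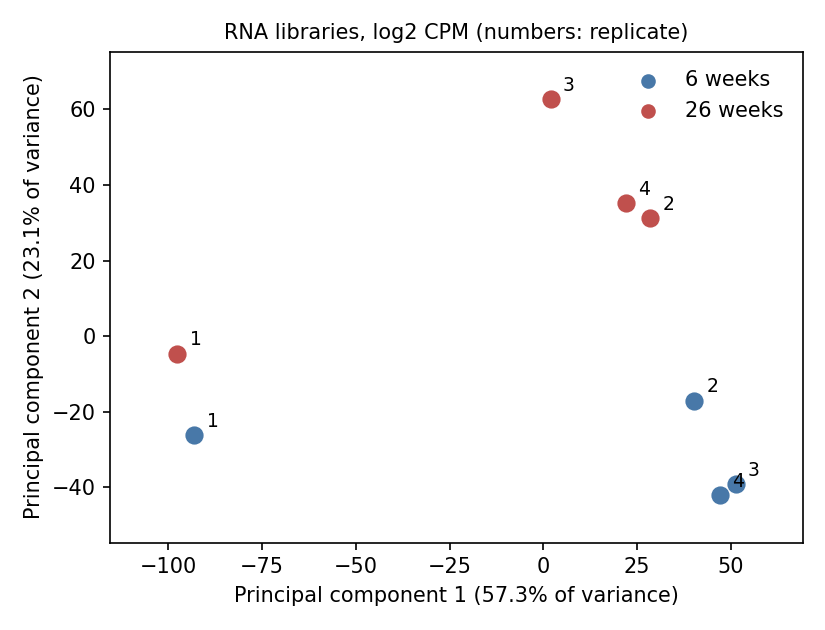
Principal components 1 and 2 of log2 CPM of the 8 RNA libraries, with the share of variance on each axis, where points are libraries, colours are ages and numbers are replicates. Both replicate 1 libraries lie apart from the other 6 along the first component, which holds 57.3% of the variance.

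The second comparison asked which transcripts carry more or fewer ribosomes in old brain. No single gene passed the test. RPS3, a protein of the small ribosomal subunit, had 3, 1, 6 and 1 recovered reads in the old libraries and 0 in each young library (limma adjusted p = 0.510). NDUFS7, a core subunit of respiratory complex I, had 1, 2, 3 and 1 reads in the old libraries and 0 in each young one (limma adjusted p = 0.510). COL1A1A, a chain of type I collagen, had 5, 0, 2 and 1 reads in young and 2, 0, 1 and 0 in old libraries (limma adjusted p = 0.510). GFAP, the intermediate filament of astroglia, had 1 read of 4345 in the young and 15 of 12676 in the old libraries (limma adjusted p = 0.510). Over 5200 genes limma called 0, with 86 at an unadjusted p under 0.05 (77 higher and 9 lower). This balance moved with the pseudocount: 118 higher and 6 lower at 0.1, and 44 higher and 33 lower at 10. The smallest limma adjusted p was 0.510. The median log2 fold change of all tested genes was 0.95, so that changes of gene lists are given relative to it. This median was 0.28 for genes with a mean of at least 10 TPM, and 0.29 at a pseudocount of 10. It was 1.76 at a pseudocount of 0.1 and 1.93 with the 20 most abundant genes left out. Differences from it are therefore not matched on level and move with the settings. In 2720 genes (52.3%) only 1 library was above 0, and 2857 genes were listed at 0 in all young libraries against 788 in all old ones. A quasi-likelihood test in edgeR on recovered reads, limited to 245 genes with at least 10 reads, called 1 gene lower in old brain. This was SRPK2(2of2), a kinase of splicing factors, with 37 of its 41 reads in young replicate 1, named here after its values were seen. At an unadjusted p under 0.05 this edgeR test had 11 genes higher and 18 lower. Its median log2 fold change over the 245 genes was -0.11, against 0.95 in limma over 5200 genes. A gene with 0 reads in the 4 young libraries may still have taken up to 0.0690% of their recovered reads, and one with 0 in the old libraries up to 0.0237%. By that limit the old share of RPS3 was at least 1.26 times the young one, and that of NDUFS7 at least 0.800 times. These bounds leave out the counting error of the old reads. Read counts of single genes below are out of the same 4345 young and 12676 old reads. Differences of single genes were mostly not detectable at this depth.

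Genes of the small ribosomal subunit ranked higher than other genes in the comparison of old with young footprints, in a test that depended on its settings. Of 21 tested members 16 had a log2 fold change above the median of all genes, and the list's median of 2.24 lay 1.3 above it. The list passed limma's camera at the preset correlation (adjusted p = 0.000212), but not with an estimated correlation (camera adjusted p = 0.736 with an estimated correlation). With an estimated correlation a 2-fold change put into this list passed in 0 of 50 simulations, so that not passing there decides little. None of the 21 members passed (0) in limma over all genes or adjusted over the list alone. The 4 members with the lowest p were RPS3 (above), RPS29, RPS25 and RPS16. RPS25 had 1 recovered read in young and 10 in old libraries. RPS29 and RPS16 had 2 reads each in old libraries and were listed at 0 in young ones. Without old replicate 1 the list did not pass (camera adjusted p = 0.0637). With no change put in it passed in 8 of 50 simulations, which held no spread between libraries beyond counting error. The list of the large ribosomal subunit did not pass camera. Camera ranks a list against genes of all levels, so this does not show the absence of a rise. Of its members 23 had a log2 fold change above 0 and 11 below 0. Their median log2 fold change of 0.99 over 34 members lay 0.04 above that of all genes (camera adjusted p = 0.528), and 0 members passed in limma over all genes or adjusted over the list alone. RPL10A had 0 recovered reads in young and 9 in old libraries, and RPL14 had 7 and 3. Without old replicate 1 or old replicate 3 the large subunit list lay below the other genes (camera adjusted p = 0.583 and 0.778). The difference between both subunits was not tested.

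Collagen and extracellular matrix genes, which build the scaffold around cells, ranked lower than other genes in the same comparison, in a test that also depended on its settings. The median log2 fold change of 28 members was -0.26, a difference of -1.21 from that of all genes. The list passed limma's camera at the preset correlation (adjusted p = 0.0426), but not with an estimated correlation (camera adjusted p = 0.736 with an estimated correlation). No change was put into the collagen list in the simulations, so how much not passing there decides was not tested. The list did not pass fry either, which does not compare it with other genes (fry adjusted p = 0.785). Of its members 22 had a log2 fold change below the median of all genes, 16 had one below 0 and 12 above 0, and 0 passed in limma over all genes or adjusted over the list alone. The 4 members with the lowest p in the direction of the list were COL14A1(10of10), COL1A1A, NID2A (a basement membrane nidogen) and LAMA2(2of5) (a laminin chain). COL14A1(10of10) had 1 recovered read, in young replicate 4, NID2A had 2 in young and LAMA2(2of5) had 1 in young, and all were listed at 0 in old libraries. Without young replicate 2, young replicate 3 or old replicate 2 the list did not pass (camera adjusted p = 0.102, 0.0966 and 0.135). As a share of recovered reads, the list took 0.995% ± 0.322 in young and 0.278% ± 0.174 in old libraries (mean ± SD, n = 4 per age; 44 of 4345 and 40 of 12676 reads), with no overlap between the ages (2-sided exact permutation p = 0.0286, the smallest possible). Adjusted over the 39 lists with at least 10 reads, this permutation p became 0.186. The share leaves out COL4A1(1of3) and COL4A2(3of6), and that of skeletal muscle below PYGM(1of4), whose reads were not recovered. Skeletal muscle markers, which label a tissue outside the brain, took 0.457% ± 0.119 of recovered reads in young and 0.207% ± 0.050 in old libraries (n = 4 per age, exact permutation p = 0.0286, adjusted 0.186). Retina and photoreceptor markers, 4 genes with reads, took 0.373% ± 0.257 in young and 0.102% ± 0.0571 in old libraries (n = 4 per age, exact permutation p = 0.143, adjusted 0.478), with overlap between the ages. The skeletal muscle list did not pass camera (adjusted p = 0.229 over 18 members in limma). Its median log2 fold change was 0.45 and its mean -0.08.

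**Figure D4:**
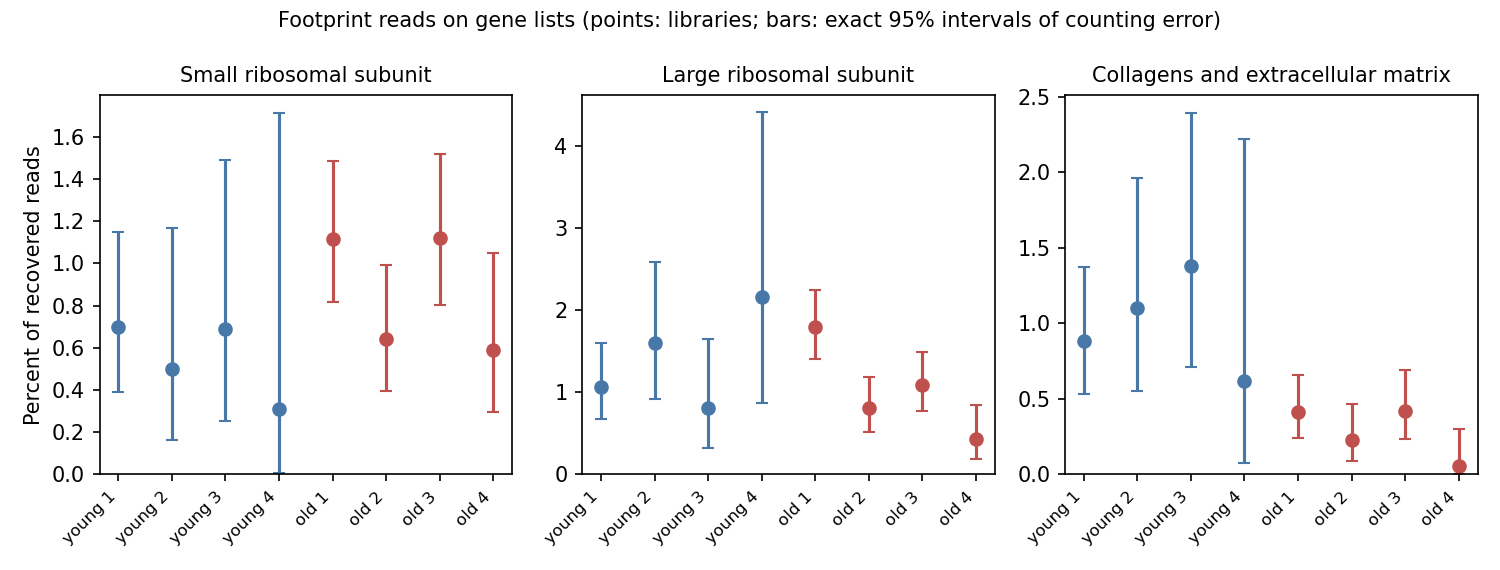
Percent of recovered footprint reads on genes of 3 lists in each library (points, blue for 6 weeks and red for 26 weeks), with exact 95% intervals of counting error. The 4 old libraries lie below the 4 young ones for collagens and extracellular matrix, whereas the ages overlap for both ribosomal subunits.

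The ribosomal subunits were also compared as shares of recovered reads. The small subunit took 0.549% ± 0.183 in young and 0.867% ± 0.290 in old libraries (n = 4 per age, 2-sided exact permutation p = 0.171, adjusted over the lists 0.478). The large subunit took 1.41% ± 0.604 and 1.03% ± 0.577 (exact permutation p = 0.429, adjusted 0.669), without RPL8 and RPL24, both above 0 in 7 libraries, whose reads were not recovered. In both subunits the libraries of both ages overlapped. In the form of the log2 ratio of group mean TPM, the small subunit had a median of 1.65 over 21 members, at percentile 98.4 of random lists. That of the large subunit was 0.41 over 34 members, at percentile 89.5. Single libraries moved both medians. The small subunit's was 2.83 without young replicate 2, 3 or 4, and without young replicate 1 it had no finite value. The large subunit's was 0.02 without old replicate 1, 0.03 without old replicate 3, and between 0.65 and 0.82 without young replicate 2 or 4 or old replicate 2 or 4. In young libraries 9 small subunit and 7 large subunit members were listed at 0. With genes listed at 0 in a group set to 3 reads over that group, the medians were -0.25 (percentile 97.4) and -0.73 (percentile 96.0).

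The spread of fold changes within a complex asked whether its members keep their proportions. The interquartile range of log2 fold changes was 1.82 over the 21 small subunit members, at percentile 5.35 of random lists. It was 2.95 over the 34 large subunit members, at percentile 49.9. Members of the 19S proteasome, the regulatory particle of the protein-degrading complex, had a range of 1.13 (11 members, percentile 46.5), and those of the 20S core one of 1.85 (10 members, percentile 55.1). Respiratory complex III had a range of 0.30 over 5 members (percentile 2.54), and complexes I and IV ranges of 1.21 (18 members, percentile 13) and 1.46 (7 members, percentile 18.9). ATP synthase had 1.5 (10 members, percentile 17.7), the V-type ATPase 2.76 (18 members, percentile 57.2) and the spliceosome 0.93 (27 members, percentile 9.37). The mitochondrial ribosome had 2.45 over 20 members, at percentile 90.6. Many of these ranges rested on single libraries and on few reads. Complex III held 3 recovered reads in young and 14 in old libraries, and the 20S core 9 and 11. Without old replicate 2 the range was 2.35 for the 19S proteasome, 2.80 for complex I, 2.59 for complex IV and 2.94 for ATP synthase. Without old replicate 1 it was 2.00 for the 19S proteasome and 0.78 for ATP synthase, and without old replicate 3 it was 0.38 for complex I. Without young replicate 2 it was 0.53 for complex IV, 1.37 for the V-type ATPase and 1.59 for the mitochondrial ribosome, which also had 1.59 without young replicate 3. Complex III ranged from 0.63 to 1.52 without young replicate 1 or 2 or old replicate 2, 3 or 4. These percentiles describe the libraries and are no test across animals. At this depth they cannot show whether a complex kept its proportions.

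Genes of the proteasome did not pass as lists. The 19S list had a median log2 fold change of 1.02, 0.07 above that of all genes (11 members, camera adjusted p = 0.675 in limma). Its members with the lowest p, PSMC5 and PSMD2, had 2 and 4 recovered reads in old libraries and 0 in young ones. With 3 reads for the count of 0, their old shares were at least 0.229 and 0.457 times the young ones, which allows a fall. The 20S list had a median with a difference of -0.95 from that of all genes (10 members, camera adjusted p = 0.303 in limma). PSMA4 had 1 read in young and PSMA5 had 1 in old libraries. Among the genes singled out by the study, PSMB5 had 2 reads in young and 1 in old libraries, PSMB6 1 and 4, and PSMD11 0 and 2. PSMD5 and the ribosomal protein gene RPLP2 were listed at 0 in all 8 libraries. RPL21 had 1 read in young and 8 in old libraries, or 0.0230% and 0.0631% of recovered reads. RPS6 had 3 and 4 reads, or 0.0690% and 0.0316%. The young libraries held 4345 recovered reads in all and the old ones 12676, so that equal counts are not equal shares. RPL8, above 0 in 7 libraries, had a log2 fold change of 0.06 with a standard error of 1.96 (limma adjusted p = 0.987). None of these genes passed (0 in limma).

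Lists of energy, lysosomal, neuronal and glial genes did not pass either. Lysosome and autophagy genes had a median log2 fold change of 1.27 over 28 members, 0.32 above that of all genes (camera adjusted p = 0.174 in limma), with CTSD(1of2), a lysosomal protease, at 0 reads in young and 7 in old libraries. By the limit for a count of 0, the old share of CTSD(1of2) was at least 0.800 times the young one, which allows a fall. Respiratory complex I had a median of 1.16 over 18 members (camera adjusted p = 0.229 in limma). Presynaptic and neuronal markers had one of 1.16 over 84 members (camera adjusted p = 0.303 in limma), with CPLX1(1of2), a regulator of vesicle release, at 1 and 8 reads. Radial glia and astroglia markers had one of 1.21 over 19 members (camera adjusted p = 0.566 in limma). Oligodendrocyte and myelin markers had 0.95 over 21 members, 0.01 above all genes (camera adjusted p = 0.675 in limma).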

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

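Of the tests in this part, both of those on the small ribosomal subunit list, and the splits that part the replicate 1 RNA libraries, were chosen only after the results were seen. The results given first are single footprint libraries far from the other 3 of their age, by a gap above Dixon's 95% critical value. Chance marks about 1 in 20 groups, which makes 5.1 of the 102 groups tested, and 9 were marked. Old replicate 4 had a relative depth of 3.04, with values of 0.585 to 1 in the other old libraries. Relative depth is the inverse of what 1 read is worth in FPKM, with old replicate 1 set to 1. Old replicate 4 nevertheless held the fewest recovered reads of the old libraries (1868). Per unit of relative depth it held 615 recovered reads, against 4125 to 6108 in the other old libraries. BX296557.7 took 95.6% of TPM in old replicate 4 and 87.7% to 88.6% in the other old libraries. The same gene took 67.9% in young replicate 4 and 89.6% to 92.2% in the other young libraries. Young replicate 4, with 323 recovered reads, also stood apart in 3 lists. Its share of recovered reads was 0.929% for cell cycle and DNA replication genes (others 0.418% to 0.501%), 1.24% for ribosome biogenesis genes (others 0.115% to 0.232%) and 1.86% for oligodendrocyte and myelin markers (others 0.601% to 0.803%). Glucocorticoid and immediate early genes took 0.630% in old replicate 1 (others 0.428% to 0.451%). Respiratory complex I took 0.375% in old replicate 4 (others 0.242% to 0.257%). Pituitary and hypothalamic hormone genes took 0.10% in young replicate 2, which was 1 read, and 0 in the other young libraries.

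The replicate 1 RNA libraries of both ages stood apart from the other 6, with 5002 genes higher and 5118 lower (60.4% of the tested genes) in a fit with a term for replicate 1. Gene length bias as the whole cause is argued against, because with each library's trend with gene length taken out the pair still correlated with each other more than with any other library, by 0.0578. Gene length as part of the cause stays open, since the difference followed length with a Spearman rho across genes of 0.343 in young and 0.197 in old libraries (0.1974), between the bounds set in advance. The share of counts on the 100 most abundant genes was 0.759 times that of the other libraries (0.7587), between the bounds set in advance. These genes took 15.8% and 17.9% in the young and old replicate 1 libraries, and 20.3% to 24.3% in the others. A few genes taking most of the counts is argued against as the whole cause, since in no RNA library did they do so. Whether the lower share is part of the cause stays open. The pair holds both ages, so age is no explanation, and no other biological explanation was tested.

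The RNA difference between ages in replicates 2 to 4 (5298 genes) followed gene length across genes with a Spearman rho of 0.25. Gene length as the main cause is argued against: without each library's trend with gene length, 4327 of the 5298 genes (81.7%, or 81.6723%) were still called in the same direction, just above the bound of 80% set in advance. Age stays open as an explanation, as do differences between libraries that the labels do not record. In the pooled test of 8 libraries, the real split gave 57 genes and the highest other of the 35 splits gave 1 (1 split as large), by which chance can be excluded if all 8 libraries are interchangeable. They are not, since the replicate 1 libraries stand apart: 20 of these splits part that pair as the real one does (highest other 1, 1 split as large), too few for a share under 0.05. In replicates 2 to 4 the real split gave 5298 genes and the highest other split 0 (1 split as large), and 10 splits are too few for a share under 0.05.

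The small ribosomal subunit list passed as higher in old footprints at the preset correlation of camera in limma (adjusted p = 0.000212), but not with an estimated one (adjusted p = 0.736 with an estimated correlation), and the old libraries also held more recovered reads (1868 to 4125, against 323 to 2152). Not passing with an estimated correlation decides little, since a 2-fold change put into this list passed there in 0 of 50 simulations. A few genes taking most of the counts stays open: with the 20 most abundant genes left out the list still passed (camera in limma, adjusted p = 0.00138, over camera's alternatives 0.000110 to 0.736), but this rescales the other genes of a library nearly alike and decides little in a test against other genes. The number of reads as the cause cannot be told apart from age. The list's share of recovered reads, which does not grow with their number, was 1.58 times as high in old libraries (1.5787), yet with overlap between the ages. Chance cannot be excluded for the lists: 8 of 35 splits gave at least the 2 lists of the real split, the highest other giving 4. Taken singly, and picked because they had passed, the small subunit list had as low a p in 3 of the 35 splits and the collagen list in 1, the real one.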

How the results depend on the processing

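The RNA fits without both replicate 1 libraries, with a term for replicate 1 and with rescaled RPKM were chosen after seeing the data. So were the footprint fits on recovered reads, without both replicate 4 libraries and with 3 reads as a floor. RNA: the 57 genes became 37 without a filter, 2658 with the replicate number as a block, 758 by DESeq2, 0 at an adjusted p of 0.01 by edgeR (2517 at an unadjusted p under 0.05), 5298 without both replicate 1 libraries, 4192 with a term for replicate 1, 108 by limma on rescaled RPKM, and 0 to 638 without 1 library. Correlations of libraries with the same number, after centring by age, were 0.777, 0.436, 0.00137 and 0.527 for RNA and -0.0033 to 0.0281 for footprints. Pairing was taken to need more than 0.1 in all 4 pairs, so the numbers were not treated as pairs, though 3 RNA pairs exceeded it. Each replicate 1 RNA library correlated best with the other, which did not hold for every number. Other settings gave totals within 1.5 times 57, though not always the balance of higher and lower genes given in the report. In replicates 2 to 4 the 5298 genes became 2106 to 5078 without 1 library. The 4 named RNA genes kept their direction in all 20 alternatives and lost the call in 6 or 7. Footprints: single genes went from 0 to 1 with quantile normalization (POLR1B), 3 without both replicate 4 libraries (TMEM161B(2of2), HMGB1(1of2) and a gene with a clone name only, chosen after their values were seen) and 1 by edgeR on reads. Lists went from 2 to 1 at a minimum of 10 TPM, 0 with an estimated correlation, 0 by fry and 1 to 3 without 1 library. For the small subunit list the estimated correlation decides little, since a 2-fold change put into it passed there in 0 of 50 simulations. No change was put into the collagen list. The camera adjusted p of the small ribosomal subunit became 0.736 with an estimated correlation, 0.00195 with the block and 0.000187 to 0.0637 without 1 library, and that of collagens 0.736, 0.0232 and 0.0178 to 0.135. The adjusted p of fry in limma, which compares no list with other genes, was 0.299 and 0.785. Without 1 library the large subunit ranged over 0.311 to 0.914, turning down without old replicate 1 (0.583) or old replicate 3 (0.778), and the 19S proteasome over 0.543 to 0.898, turning down without old replicate 2. The small subunit's median ratio was 3.22 without both replicate 4 libraries, and the medians were -0.25 and -0.73 with the floor. Without young replicate 1 that small subunit median gave no value, as too many members were listed at 0. Collagens had too few members for a test at 10 TPM, which by construction ended that call. The RNA lists and comparisons between assays were not run. The floor lowers medians by construction, and for the rest the cause was not tested. Read depth limits the footprints.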

Other observations

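Of the tests in this part, those of the shares of recovered reads were chosen only after results had been seen. In shares of recovered reads, 6 of the 39 lists showed no overlap between the 4 young and 4 old libraries, where chance gives 2.86% of lists, or 1.11. None passed after adjustment (0 lists, lowest adjusted permutation p = 0.186). Each of the 6 had the smallest 2-sided exact permutation p that 4 against 4 allows, 0.0286. Respiratory complex I genes, without NDUFV1 whose reads were not recovered, took 0.0868% ± 0.111 of recovered reads in young and 0.282% ± 0.0624 in old libraries (mean ± SD, n = 4 per age). These were 6 and 34 reads, and the ages lay close: the highest young share was 0.232% and the lowest old one 0.242%. Glucocorticoid and immediate early genes took 0.229% ± 0.170 and 0.489% ± 0.0946 (13 and 64 reads). Their highest young share was 0.372% and their lowest old one 0.428%. In the other direction, cell cycle and DNA replication genes took 0.577% ± 0.237 in young and 0.270% ± 0.0831 in old libraries (21 and 35 reads). Here too the ages lay close: the lowest young share was 0.418% and the highest old one 0.391%. Genes of extremely long-lived proteins, without PLP1B, COL4A1(1of3) and COL4A2(3of6) for the same reason, took 1.6% ± 0.479 and 0.883% ± 0.158. Collagens and skeletal muscle markers, given in the report, make up the 6. The lists are not independent: they are parts of the same reads, and collagens and long-lived proteins share genes such as COL1A1A. The 6 lists are therefore not separate results, and their excess over 1.11 was not tested. Lysosome and autophagy genes took 0.122% ± 0.175 and 0.521% ± 0.160, with overlap between the ages (exact permutation p = 0.0571). Young replicate 1 held 8 of their 9 young reads, so that the young mean rests mainly on that library.

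More genes had footprints in old libraries, and the number of reads on coding genes is a candidate explanation. It was tested by thinning each library to the 323 recovered reads of the smallest, in 200 draws. The thinned old libraries had 288 to 294 genes with reads and the young ones 252 to 286 (2-sided exact permutation p = 0.0286, the smallest possible). That all 4 old libraries lay above all 4 young ones was the outcome written in advance as speaking against read number as the explanation. The gap between the lowest old and the highest young library was 2.325 genes. A mean over the draws had a standard error of at most 0.413 genes, which covers the draws only. Between libraries the thinned counts had a mean of 274 and an SD of 15.3 genes in young and of 291 and 2.53 in old. By the outcome written in advance, the number of reads as the whole explanation is argued against, but weakly. The gap is small beside the spread between young libraries, and single draws had an SD of 4.79 to 5.84 genes. The test rests on genes seen in 1 library being taken as 1 read. This can understate their reads and so raise the number of genes per read. Of the genes tested in limma, 2857 were listed at 0 in all young libraries, against 788 in all old ones. The assumption could therefore favour the old libraries and the gap seen. How far it moves the counts after thinning was not tested. Before thinning, 252 to 1450 genes had recovered reads in the young libraries and 1344 to 2552 in the old ones.

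For single footprint genes the splits say nothing about chance. The real split called 0 genes in limma (86 at an unadjusted p under 0.05), so that all 35 splits give at least as many whatever the data, and the highest other gave 1.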
